A study of Mus musculus with 220 samples. Its data were reported in "Genetic Architecture of Atherosclerosis in Mice: A Systems Genetics Analysis of Common Inbred Strains" (2015).

How the data were processed

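RNA from the livers of 220 female F1 mice was hybridised to Affymetrix HT MG-430 PM arrays, with 1 array per mouse. Each mouse had a mother from 1 of 96 inbred or recombinant inbred strains and a C57BL/6J father that carried the human APOE-Leiden and CETP transgenes. The mice ate chow for 8 weeks and a Western diet for 16 weeks, and tissue was taken at 24 weeks of age. The maternal strain named in the labels was the group. The labels gave 9 strains with 1 mouse, 51 with 2, 35 with 3 and 1 with 4, and replicate numbers were assigned in accession order, so that they name a mouse and pair nothing. Strains were assigned to panels by their names: 34 BXD strains (83 mice), 29 classical inbred strains (65 mice), 21 AXB/BXA strains (47 mice), 8 CXB strains (17 mice) and 4 BXH strains (8 mice).

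The authors deposited log2 values per probe set from robust multi-array averaging (RMA), which corrects the background of each array, quantile-normalizes the arrays and summarises the probes of a probe set. The submitters' processing notes name GCOS and RMA; their versions and any correction for batches are not given in the sources used here. The deposited log2 values ran from 1.90 to 13.94, and the array medians lay between 3.43 and 3.57. The table held 45141 probe sets, of which 104 were array controls and 45037 were analysed. The platform annotation gave exactly 1 gene symbol to 28898 probe sets and several symbols to 551, which were not named; 15588 probe sets were unnamed here. RefSeq gene records of mouse assembly GRCm38.p6 were used for names only and changed 0 symbols. These left 17097 genes, 7180 of them with 2 or more probe sets, and the probe set with the highest mean over all mice stood for its gene. Short probes cannot separate near-identical paralogs, so values of the Mup, Cyp2c, Cyp3a, interferon-activated Ifi200 and H2 families may mix related transcripts, and a sequence variant under a probe can lower the signal of one strain. A number of genes are not reported here.

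Strain effects were tested with limma's moderated F-test over the 211 mice of the 87 strains with 2 or more mice. The share of variance between strains was the between-strain component of a one-way random-effects analysis of variance over the total; it includes whatever litter, cage or collection day mice of a strain shared, which the labels do not give. Strain contrasts were limma fits of 1 mean per strain over all 220 mice, which left 124 residual degrees of freedom and 1 spread per probe set, eBayes moderated. Panel contrasts were limma fits on strain means. Tests in limma were two-sided, p-values were adjusted by the Benjamini-Hochberg method over all probe sets of a test, and probe sets with an adjusted p under 0.05 were called. Slopes of panel on progenitor differences were fitted through 0 over called probe sets, with 95% intervals from 1000 resamples of the strains. Segregation within a panel was limma's F-test across the strains of that panel, and the 95% intervals of the resulting shares are Wilson intervals. A single array per mouse gives no depth, and the number of arrays limits the precision.

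Before the data were examined, 34 gene lists, the tests, the alternatives and a rule for the genes named in the text were fixed. The lists were interferon response, MHC class I, MHC class II, acute phase, cholesterol biosynthesis, bile acid synthesis and transport, sterol efflux and lipoprotein, fatty acid synthesis, PPARa targets, lipid droplet, arginine and urea cycle, choline and TMAO, xenobiotic metabolism, glutathione and NRF2 targets, gluconeogenesis and insulin, unfolded protein response, fibrosis and stellate cell, macrophage and Kupffer cell, T and NK cell, B cell and plasma cell, neutrophil, endothelial cell, cholangiocyte and oval cell, cell cycle, circadian clock, immediate early genes, heat shock, metallothionein, pancreatic acinar, adipocyte, muscle, erythroid, sex-biased liver, and genes the study named. The named genes were the 15 genes with the largest SD of strain means among called genes with a share of 0.5 or more and the 10 with the highest share; the 6 largest rises and 6 largest falls called in each contrast with C57BL/6J; the 5 called genes with the largest progenitor difference in each panel contrast; every measured gene of the study's list; up to 4 members of a list by share of variance or by size of change; the 15 genes most correlated with Mx1; and Apoe. No probe set carried the symbol of a human transgene.

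A list score was the mean z-score of the members in each mouse. Its F-statistic across strains was tested with 100000 permutations of the strain labels, and the median share of variance of the members was set against 10000 random lists matched on mean expression. In the contrasts with C57BL/6J, lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 34 lists and 4 contrasts, beside camera with an estimated correlation and fry. Relations between strain means were Pearson r, Spearman rho and the biweight midcorrelation, with two-sided permutation tests (100000 permutations), and were recomputed within panels, between mice within strains and without the 2 strains farthest from the median. R 4.3.3 with the packages data.table (1.17.8), limma (3.58.1) and lme4 (1.1.37) and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

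The limma contrasts and F-test, the share of variance, the permutation tests, the slope, camera and fry were tested on simulated data. With log2 changes of 0.5, 1, 2 and 4 added to 50 probe sets each, the A/J contrast with C57BL/6J called 42%, 88%, 100% and 100% of them and 17 of 44437 unchanged probe sets, over 45037 probe sets in the step. With strain SDs of 0.5, 1, 2 and 4 times the within-strain SD, the F-test called 26%, 100%, 100% and 100%, and 17 unchanged probe sets. The contrast of the BXD with the AXB/BXA panel called 90% of changes of 0.25 and 100% of changes of 0.5, 1 and 2, and 13 unchanged probe sets. A share of variance of 0.6 in 2000 simulated genes was recovered as 0.599. Permutation tests under no effect gave a p under 0.05 in 0.0447 of 3000 runs, and a slope of 0.5 was recovered as 0.481 over 2182 genes. In the A/J contrast over 17097 genes simulated as independent, camera and fry gave an unadjusted p under 0.05 for 100% of 50 lists shifted by 0.5. For independent genes without a shift, this share was 4.41% for camera at the preset correlation. Shifted lists were not simulated with the correlation between genes kept, so this share is not known for them. In 100 runs without an effect that kept the correlation between genes, this share was 30.4% for camera at the preset correlation, 4.79% with an estimated correlation and 5.15% for fry, so that camera at the preset correlation calls too many lists in these data. This simulation was added after the data were seen.

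The alternatives were array weights, a filter on dim probe sets, quantile normalization, 2 residual principal components or the number that the labels give each mouse as covariates, removal of probe sets that may cross-hybridise, eBayes with trend and robust settings, an adjusted p under 0.01, log2 changes of 0.5 or more, a fit of the 5 progenitor strains alone, each replicate left out, restricted maximum likelihood for the share of variance in 500 probe sets, other list scores, other set tests, other correlations, other panels and other spacings of these mouse numbers. After the data were seen, fits without 2 mice that carried muscle transcripts, and list tests without each progenitor mouse, were added.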

Results

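Hepatic gene expression was measured in 220 female Ath-HMDP mice, the F1 offspring of mothers from 96 inbred strains and of C57BL/6J fathers carrying the human APOE-Leiden and CETP transgenes, which raise plasma cholesterol. All mice therefore shared a C57BL/6J haplotype and both transgenes and differed by the maternal strain. The mothers came from 29 classical inbred strains and from 4 recombinant inbred panels, in which each strain carries a fixed mosaic of C57BL/6J and 1 other progenitor: BXD (DBA/2J, 34 strains), AXB/BXA (A/J, 21 strains), CXB (BALB/cJ, 8 strains) and BXH (C3H/HeJ, 4 strains). Each mouse was measured once, on 1 array, after 16 weeks on a Western diet. Values are log2 RMA signals, for which the median probe set mean was 3.46.

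The first question was how far hepatic expression differed with the maternal strain. Among the genes with the widest strain differences, H2-Ea, the alpha chain of the class II E molecule, which mice of the C57BL/6J haplotype are known not to make, ranged from 2.56 in BXA1/PgnJ (n = 1) to 10.80 ± 0.13 in SEA/GnJ (SD, n = 3). The interferon-inducible genes Ifi44l and Ifi202b both reached their highest strain mean in SM/J, at 8.17 ± 0.13 and 9.35 ± 0.13 (SD, n = 2), against 2.85 ± 0.06 and 3.03 ± 0.03 in C57BL/6J (n = 2). Cathepsin E (Ctse), an intracellular aspartic protease, ranged from 3.16 ± 0.13 in C57BLKS/J (n = 2) to 10.26 ± 0.22 in DBA/2J (n = 3). SWR/J gave the highest mean of the cytochrome P450 Cyp2c39 (10.86 ± 0.01, n = 2), of the sulfotransferases Sult3a1 (10.30 ± 0.12) and Sult2a2 (11.77), and of the organic anion transporter Slco1a1 (10.49 ± 0.08).

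The share of variance between strains was 0.986 for Ifi44l, 0.976 for the phosphodiesterase Gdpd3, 0.970 for Cyp2c39, 0.968 for Tmem87a, 0.967 for the signalling adaptor Pik3ap1, 0.964 for H2-Ea, 0.961 for Abhd1, 0.939 for Ifi202b, 0.932 for Ocel1 and 0.927 for Ctse. The adjusted p of the F-test in limma was 9.33e-102 for Ifi44l and 8.11e-57 for Ctse. Among genes with a wide range, the share was 0.839 for Slco1a1, 0.796 for Sult3a1, 0.731 for the tetraspanin Tspan8, 0.724 for the melanin synthesis gene Dct, 0.71 for the guanylate-binding protein Gbp2b, 0.704 for the male-biased Cyp4a12a, 0.684 for the female-biased Cyp3a41a and 0.678 for Sult2a2. Cyp4a12a ranged from 2.58 in BXD34/TyJ to 9.65 in KK/HlJ, and Cyp3a41a from 6.47 in BXD32/TyJ to 12.13 in C57L/J.

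**Figure D1:**
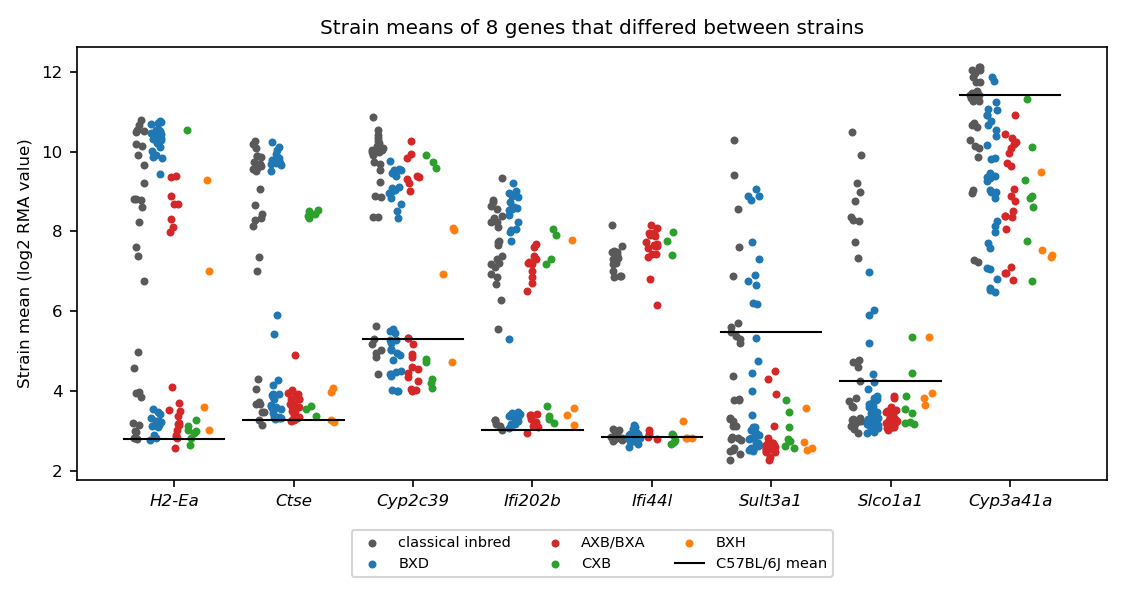
Strain means (log2 RMA value, vertical axis) of 8 genes in the 96 strains, with 1 point per strain coloured by panel and a black line at the mean of C57BL/6J. Points of H2-Ea run from 2.56 to 10.80 and those of Ifi44l from 2.60 to 8.17.

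Over all probe sets, 21592 of 45037 (47.9%) differed between strains at an adjusted p under 0.05, and 18626 at an adjusted p under 0.01 (limma F-test, 87 strains, 211 mice). By gene, 10113 of 17097 (59.2%) were called. The median share of variance between strains was 0.148 over all probe sets, 0.370 over probe sets above the median signal and 0.440 over called genes, with quartiles of 0.305 and 0.562. A share of 0.5 or more was found in 3749 genes and of 0.8 or more in 103. In called genes the median SD between mice of a strain was 0.17 and that of the strain means 0.18 on the log2 scale, so that most differences were small: strain means spanned more than 1 in 4576 called genes and more than 2 in 924. Without replicate 1 of each strain 14213 probe sets were called, and without replicate 2, 12846.

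The progenitors of the recombinant inbred panels were compared with C57BL/6J, whose maternal strain matched the fathers. The 4 contrasts share the same 2 mice of C57BL/6J, so resemblance between them is not described. A strain contrast also includes whatever litter, cage or collection day mice of a strain shared, which the labels do not give. The spread within strains leaves this out, so the p-values of strain contrasts do not account for it. The 2 mice of C57BL/6J have consecutive label numbers. Camera at the preset correlation gave too many calls in simulated contrasts without an effect, so its p-values stand beside those with an estimated correlation, and lists that fry did not call are named below. In A/J, the lists of macrophage and MHC class II genes were higher and those of lipid synthesis lower than in C57BL/6J by fry and by camera at the preset correlation, but at an adjusted p of 0.237 to 0.375 with an estimated correlation. H2-Ea was higher by 6.42 (SE 0.56, adjusted p = 1.66e-17, limma), Ifi44l by 4.37 (SE 0.24, 4.70e-33), Cyp2c39 by 4.23 (SE 0.38, 3.17e-17), Ifi202b by 4.18 (SE 0.52, 5.90e-10) and the oxysterol-binding protein Osbpl3 by 2.67 (SE 0.57, 4.60e-04). The major urinary protein Mup3 fell by 5.02 (SE 0.63, adjusted p = 1.02e-09), from 12.06 ± 0.08 in C57BL/6J (n = 2) to 7.04 ± 1.64 in A/J (n = 3). Cyp3a41a fell by 4.13 (1.15e-03), the steroid hydroxylase Cyp17a1 by 3.71 (3.05e-06), the acid phosphatase Acpp by 3.32 (1.13e-05) and squalene epoxidase (Sqle) by 2.88 (2.10e-04).

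Lipogenic genes were lower in A/J as a group: 13 of 17 fatty acid synthesis genes fell and 0 rose (14 adjusted over the list alone), with acetyl-CoA carboxylase 2 (Acacb) at -2.32, the elongase Elovl6 at -2.28 and fatty acid synthase (Fasn) at -2.01. Camera gave an adjusted p of 3.82e-10, against an adjusted p = 0.237 with an estimated correlation. Of 19 cholesterol biosynthesis genes 9 fell and 0 rose (16 adjusted over the list alone, camera 1.08e-09, and adjusted p = 0.292 with an estimated correlation). Of 27 macrophage and Kupffer cell genes 12 rose and 0 fell (17 adjusted over the list alone, camera 3.97e-08, and adjusted p = 0.280 with an estimated correlation), among them the lipopolysaccharide co-receptor Cd14 at 2.02 and the integrin Itgax at 1.76. In the arginine and urea cycle list 4 of 16 genes fell (6 adjusted over the list alone, camera 0.00100, and adjusted p = 0.237 with an estimated correlation), with ornithine aminotransferase (Oat) at -0.90 and the ornithine carrier Slc25a15 at -0.57. The sex-biased list was lower (1 gene rose and 5 of 17 fell, 8 adjusted over the list alone, camera 9.57e-05, and adjusted p = 0.235 with an estimated correlation), as were the endothelial cell list (5 of 16 fell, 7 adjusted over the list alone, camera 8.71e-05, and adjusted p = 0.378 with an estimated correlation), the bile acid list (2 rose and 6 of 20 fell, 11 adjusted over the list alone, camera 3.70e-04, and adjusted p = 0.292 with an estimated correlation) and the gluconeogenesis list (1 of 12 fell, 7 adjusted over the list alone, camera 0.00554, and adjusted p = 0.235 with an estimated correlation). The MHC class II list was higher (3 of 11 rose, H2-Ea among them, 3 adjusted over the list alone, camera 3.21e-04, and adjusted p = 0.375 with an estimated correlation). The interferon response list lay lower, with 2 of 34 members above C57BL/6J and 1 called, Ifit3 at -1.01 (1 adjusted over the list alone, camera 9.90e-04, and adjusted p = 0.589 with an estimated correlation), and so did MHC class I (2 of 13 fell and 0 rose, H2-Q10 at -0.47, 8 adjusted over the list alone, camera 0.0399, and adjusted p = 0.532 with an estimated correlation). Both list calls were lost without A/J mouse 3 (0.723 and 0.232) or C57BL/6J mouse 2 (0.0932 and 0.0986). Without A/J mouse 3, Ifit3 was at -0.48 and was not called (adjusted p = 0.474, limma).

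In all, 3437 probe sets differed between A/J and C57BL/6J, 1851 higher and 1586 lower, or 1800 genes (1011 higher, 789 lower). Without mouse 1 or mouse 2 of C57BL/6J the count was 869 or 2140. The mice of both strains overlapped in Cyp1a1, an inducible P450, at 6.65 ± 4.13 in A/J (n = 3) against 3.6 ± 0.63 in C57BL/6J (n = 2). Its change of 3.05 (adjusted p = 0.00972, limma) was 0.74 (adjusted p = 0.708) without A/J mouse 2, 4.72 (3.27e-05) without A/J mouse 1 and 2.61 (adjusted p = 0.234) without C57BL/6J mouse 1, and the adjusted p was 0.29 in a fit of the progenitor strains alone. The call of Sult3a1, which fell by 2.92 (adjusted p = 0.0223), was also lost without A/J mouse 2 (0.0633) or A/J mouse 3 (0.0603). It was lost too in the progenitor fit (0.101) and without C57BL/6J mouse 1 (change of -1.72). The call of Osbpl3, which was higher in A/J, was lost without C57BL/6J mouse 1.

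**Figure D2:**
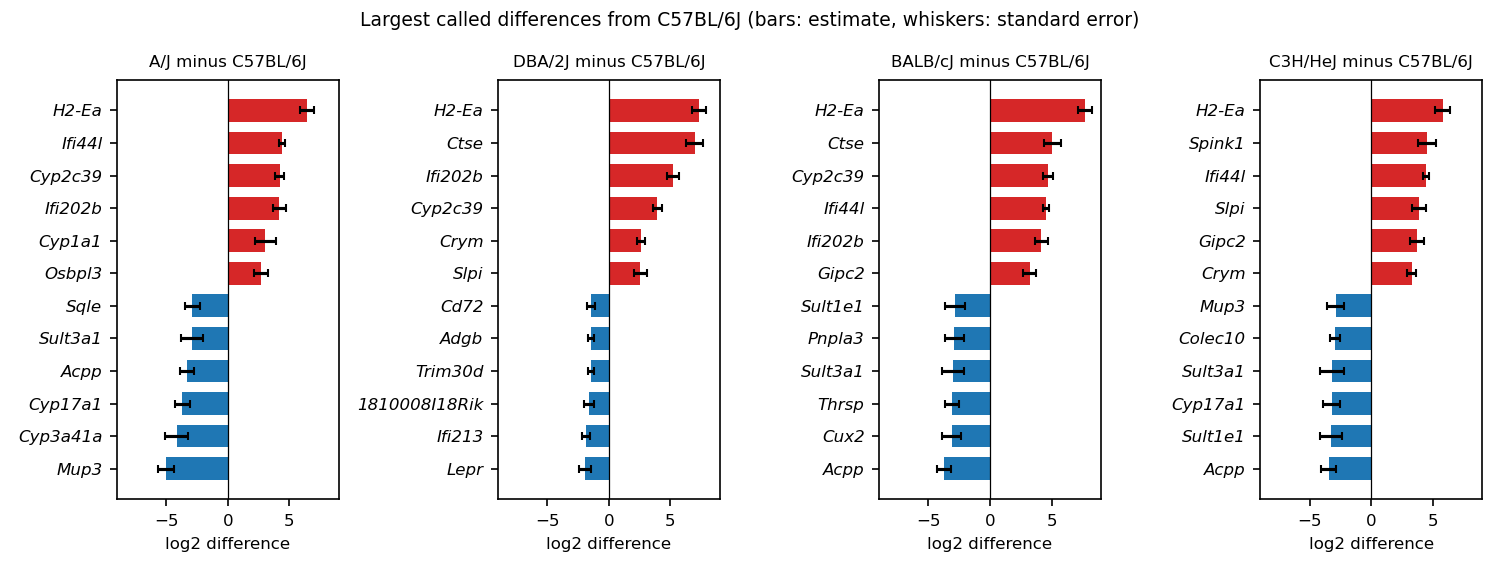
Differences from C57BL/6J (log2, horizontal axis) of the 6 called genes with the largest rise and the 6 with the largest fall in A/J, DBA/2J, BALB/cJ and C3H/HeJ. Bars are limma estimates and whiskers their standard errors, and the bar of H2-Ea reaches 6.42, 7.35, 7.72 and 5.82.

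Of these 4 progenitors DBA/2J had the fewest differences from C57BL/6J. On the first principal component of all mice, along which the macrophage, fibrosis and cholangiocyte scores rose and the bile acid score fell, C57BL/6J (-1.03) and DBA/2J (-0.77) lay on 1 side and A/J (0.86), BALB/cJ (0.99) and C3H/HeJ (1.18) on the other, in SDs over the mice. H2-Ea (7.35, adjusted p = 2.39e-21, limma) and Ctse (6.99, 1.18e-14) were higher in DBA/2J, as were Ifi202b (5.21, 2.50e-14), Cyp2c39 (3.94, 2.30e-15), the thyroid hormone-binding protein Crym (2.64, 5.33e-10) and the protease inhibitor Slpi (2.55, 9.68e-04). Lower in DBA/2J were Ifi213 of the Ifi200 family (-1.86, 9.34e-06), androglobin (Adgb, -1.45, 6.03e-07), the tripartite motif gene Trim30d (-1.45, 1.07e-05), the leptin receptor (Lepr, -1.96, 0.00935), the B cell receptor Cd72 (-1.43, 0.00165) and 1810008I18Rik (-1.62, 0.00886). Ctse was at 10.26 ± 0.22 in DBA/2J (n = 3) and 3.27 ± 0.07 in C57BL/6J (n = 2). The call of Lepr was lost without DBA/2J mouse 3 (0.107) or C57BL/6J mouse 1 (0.448), that of 1810008I18Rik without DBA/2J mouse 3 (0.111), C57BL/6J mouse 1 (0.255) or C57BL/6J mouse 2 (0.0686), that of Cd72 without C57BL/6J mouse 2 (0.0714), and that of Trim30d in the progenitor fit (0.0607).

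As a group, interferon response genes lay lower in DBA/2J, with 4 of 34 members above C57BL/6J, although only the kinase Eif2ak2 fell by itself (-1.19, adjusted p = 3.92e-04, lost without C57BL/6J mouse 2 at 0.0582) and 2 members passed adjusted over the list alone (camera 3.82e-06, adjusted p = 0.532 with an estimated correlation). PPARa targets, genes of fatty acid oxidation, lay higher in 22 of 23 members, 0 of which passed by themselves with limma (6 at an unadjusted p under 0.05, 2 adjusted over the list alone, camera 9.57e-05, and adjusted p = 0.375 with an estimated correlation). The lipid droplet list was higher in 13 of 14 members (1 rose, 4 adjusted over the list alone, camera 8.18e-04, and adjusted p = 0.257 with an estimated correlation). In all, 837 probe sets differed (379 higher, 458 lower), or 359 genes (191 higher, 168 lower). Without DBA/2J mouse 3 the count was 490, without C57BL/6J mouse 1 245 and without C57BL/6J mouse 2 431.

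In BALB/cJ, the lists of lipid synthesis and endothelial genes were lower and that of cholangiocyte genes higher than in C57BL/6J by fry and by camera at the preset correlation, but at an adjusted p of 0.235 to 0.385 with an estimated correlation. H2-Ea was higher by 7.72 (adjusted p = 4.70e-23, limma), Ctse by 5.07 (1.56e-08), Cyp2c39 by 4.71 (3.05e-20), Ifi44l by 4.55 (9.43e-35), Ifi202b by 4.16 (7.76e-10) and the scaffold gene Gipc2 by 3.23 (3.65e-06). Acpp fell by 3.77 (5.51e-07), and the lipogenic regulator Thrsp fell by 3.09 (5.48e-05), from 11.30 ± 0.02 in C57BL/6J (n = 2) to 8.21 ± 0.28 in BALB/cJ (n = 3). The female-biased transcription factor Cux2 (-3.12, 0.00286), Sult3a1 (-3.00, 0.0195), the lipid droplet lipase Pnpla3 (-2.92, 0.00773) and the estrogen sulfotransferase Sult1e1 (-2.87, 0.0121) were called lower over all mice. The adjusted p of Cux2 was 0.0895 without C57BL/6J mouse 1, that of Pnpla3 0.147 and that of Sult1e1 0.235 without C57BL/6J mouse 2. Sult3a1 was at -1.80 (0.582) without C57BL/6J mouse 1, and its adjusted p was 0.0537 and 0.0574 without BALB/cJ mouse 1 and mouse 2 and 0.0948 in the progenitor fit.

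Of 17 fatty acid synthesis genes 13 fell in BALB/cJ and 0 rose (16 adjusted over the list alone, camera 6.85e-15, and adjusted p = 0.235 with an estimated correlation), with Elovl6 at -2.47 and Acacb at -2.43. Of 19 cholesterol biosynthesis genes 12 fell and 0 rose (17 adjusted over the list alone, camera 2.20e-12, and adjusted p = 0.235 with an estimated correlation), with the sterol sensor Insig1 at -1.94 and the sterol carrier Stard4 at -1.50. Of 16 endothelial cell genes 11 fell and 0 rose (13 adjusted over the list alone, camera 9.72e-10, and adjusted p = 0.235 with an estimated correlation), with Oit3 at -1.37 and VE-cadherin (Cdh5) at -1.31. Of 27 macrophage genes 3 rose (4 adjusted over the list alone, camera 0.00528, and adjusted p = 0.532 with an estimated correlation), Cd14 by 2.22 and Cd9 by 1.16. The cholangiocyte list was higher in all 10 members, 2 of them called (6 adjusted over the list alone, camera 4.27e-04, and adjusted p = 0.385 with an estimated correlation), with claudin Cldn7 at 2.10 (0.0658 without C57BL/6J mouse 1). In the unfolded protein response list 4 of 16 genes rose (4 adjusted over the list alone, camera 0.00375, and adjusted p = 0.532 with an estimated correlation), with Atf4 at 0.54 (0.0826 without C57BL/6J mouse 1). In the fibrosis and stellate cell list 6 of 24 genes rose and 2 fell (15 adjusted over the list alone, camera 0.00534, and adjusted p = 0.532 with an estimated correlation), the matrix protein Ecm1 by -1.25. The sex-biased list (6 of 17 fell, 7 adjusted over the list alone, camera 0.00165, and adjusted p = 0.292 with an estimated correlation) and the arginine list (4 of 16 fell, 4 adjusted over the list alone, camera 0.00444, and adjusted p = 0.292 with an estimated correlation) were lower. In all, 3125 probe sets differed (1768 higher, 1357 lower), or 1662 genes (944 higher, 718 lower), and without mouse 1 or mouse 2 of C57BL/6J the count was 807 or 1884.

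In C3H/HeJ, a strain known for a defective lipopolysaccharide receptor, the cholangiocyte and fibrosis lists were higher and the arginine and urea cycle and bile acid lists lower than in C57BL/6J by fry and by camera at the preset correlation, but at an adjusted p of 0.194 to 0.441 with an estimated correlation. H2-Ea was higher by 5.82 (adjusted p = 9.72e-13, limma), the trypsin inhibitor Spink1 by 4.52 (4.03e-06), Ifi44l by 4.44 (2.29e-30), Slpi by 3.88 (5.32e-07), Gipc2 by 3.74 (1.32e-06) and Crym by 3.30 (1.63e-12). Slpi was at 10.79 ± 0.15 in C3H/HeJ and 6.91 ± 0.05 in C57BL/6J (SD, n = 2 each). Acpp fell by 3.46 (4.59e-05), Cyp17a1 by 3.22 (4.70e-04) and the collectin Colec10 by 2.91 (4.24e-08). Sult1e1 (-3.27, 0.00989) was lost without C3H/HeJ mouse 1 (0.0948), C3H/HeJ mouse 2 (0.0755) or C57BL/6J mouse 2 (0.152), Sult3a1 (-3.21, 0.0271) without C3H/HeJ mouse 1 (0.218), C3H/HeJ mouse 2 (0.0990) or C57BL/6J mouse 1 (-2.01, 0.607) and in the progenitor fit (0.111), and Mup3 (-2.89, 0.00334) without C3H/HeJ mouse 1 (0.0514) or C57BL/6J mouse 1 (0.0695).

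The cholangiocyte and oval cell list was higher in all 10 members in C3H/HeJ, with 5 called (8 adjusted over the list alone, camera 2.01e-05, and adjusted p = 0.331 with an estimated correlation) and Cldn7 at 2.32 (0.0553 without C57BL/6J mouse 1). Of 24 fibrosis and stellate cell genes 10 rose and 2 fell (18 adjusted over the list alone, camera 9.04e-05, and adjusted p = 0.441 with an estimated correlation), with the gelatinase Mmp2 at 1.88 (adjusted p = 0.00247). Cell cycle genes lay higher in 22 of 23 members, 0 of which were called by limma over all probe sets or adjusted over the list alone, with 13 at an unadjusted p under 0.05 (camera 9.57e-05, and adjusted p = 0.532 with an estimated correlation). The unfolded protein response list lay higher (2 of 16 rose, 3 adjusted over the list alone, camera 0.0107, and adjusted p = 0.532 with an estimated correlation). Of 20 bile acid genes 6 fell (8 adjusted over the list alone, camera 1.59e-05, and adjusted p = 0.235 with an estimated correlation), with the steroid reductase Akr1d1 at -1.31. Of 16 arginine and urea cycle genes 6 fell (10 adjusted over the list alone, camera 8.12e-06, and adjusted p = 0.194 with an estimated correlation). Of 16 endothelial genes 2 fell (9 adjusted over the list alone, camera 1.79e-04, and adjusted p = 0.414 with an estimated correlation), with Cdh5 at -1.29. The lists of fatty acid synthesis (3 of 17 fell, 7 adjusted over the list alone, camera 4.71e-06, and adjusted p = 0.375 with an estimated correlation), cholesterol biosynthesis (1 of 19 fell, 9 adjusted over the list alone, camera 1.05e-05, and adjusted p = 0.426 with an estimated correlation) and sterol efflux (1 of 24 fell, the apolipoprotein Apoa5 by -0.67, 6 adjusted over the list alone, camera 0.0191, and adjusted p = 0.375 with an estimated correlation) were lower. In the xenobiotic list 7 of 26 genes fell and 1, Cyp2c39, rose by 3.07 (12 adjusted over the list alone, camera 0.00970, and adjusted p = 0.532 with an estimated correlation). In all, 2642 probe sets differed (1577 higher, 1065 lower), or 1459 genes (920 higher, 539 lower). The count was 852 or 1276 without mouse 1 or mouse 2 of C3H/HeJ and 589 without mouse 1 of C57BL/6J.

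Over the 4 contrasts, camera called 64 of 136 list tests at the preset correlation: 17 in A/J, 10 in DBA/2J, 18 in BALB/cJ and 19 in C3H/HeJ. In 100 simulated A/J contrasts without an effect, it called a median of 7 and at most 17 of the 34 lists. The count of DBA/2J lay inside that range and that of A/J at its top. The counts of BALB/cJ and C3H/HeJ lay above it, but their contrasts were not simulated. A simulated run held the 34 lists of 1 contrast, whereas the real p-values were adjusted over 136 tests, so the range is a rough guide. These counts do not show which lists changed. With an estimated correlation camera called 0, with 18 at an unadjusted p under 0.05. Fry, which asks whether the genes of a list move 1 way on balance, called 38, of which 10 were in A/J. In a simulated A/J contrast without an effect, fry called at most 2 of 34 lists, with the same difference in adjustment. Of the lists described, fry did not call interferon response in A/J and DBA/2J, MHC class I in A/J, the macrophage, unfolded protein response and fibrosis lists in BALB/cJ, or the cell cycle, unfolded protein response and xenobiotic lists in C3H/HeJ (adjusted p from 0.0735 to 0.203). Apart from interferon response and MHC class I in A/J, the lists described above are those that camera called at the preset correlation whichever mouse was left out: 9, 3, 9 and 11. The median, mean and test of a list differed in sign in 20 of the 136, 0 of them called by camera, and of these 20, MHC class II in DBA/2J had a median of -0.06 and a mean of 0.57, which H2-Ea sets. Camera called the genes the study named in no contrast (adjusted p 0.0505 to 0.988), and fry called them lower in A/J (0.0195). That list was chosen by the study on these mice and is not independent evidence.

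The progenitors other than C57BL/6J were compared with each other and set beside their panels, to ask whether differences between progenitors recurred as differences between panels of other mice. DBA/2J and A/J differed in 3365 probe sets (1496 higher and 1869 lower in DBA/2J), and the BXD and AXB/BXA panels in 3426 (1744 higher and 1682 lower in BXD) over 34 and 21 strains (limma). The interferon-inducible Ifi44l was lower in DBA/2J than in A/J (-4.34) and in BXD than in AXB/BXA strains (-3.85, adjusted p = 1.03e-12). Ctse was higher in DBA/2J by 6.54 and in BXD by 2.26 (0.0195), Mup3 by 4.01 and 1.15 (0.00152), Dct by 3.78 and 1.49 (0.00123), and Sult3a1 by 2.81 and 1.73 (0.0223). Across the probe sets called between the progenitors the slope of the panel on the progenitor difference was 0.316 (95% interval 0.217 to 0.411), with the same sign in 94.4%. Random segregation of additive alleles would give 0.5, before noise in the progenitor differences and the choice of called probe sets lower the slope. This 0.5 lies above the interval, which resamples strains and leaves out error in the progenitor differences. The size of these losses here and the cause of the difference were not tested. Over probe sets also called between the panels, which were picked for a panel difference, the slope was 0.480. A total of 1145 probe sets were called in both, 1143 of them with the same sign, against 256.0 for independent lists. Genes are not independent replicates in these counts. The progenitor count was 2017 without A/J mouse 2 and 1735 without DBA/2J mouse 1, and the panel count 1679 without replicate 1 of each strain.

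**Figure D3:**
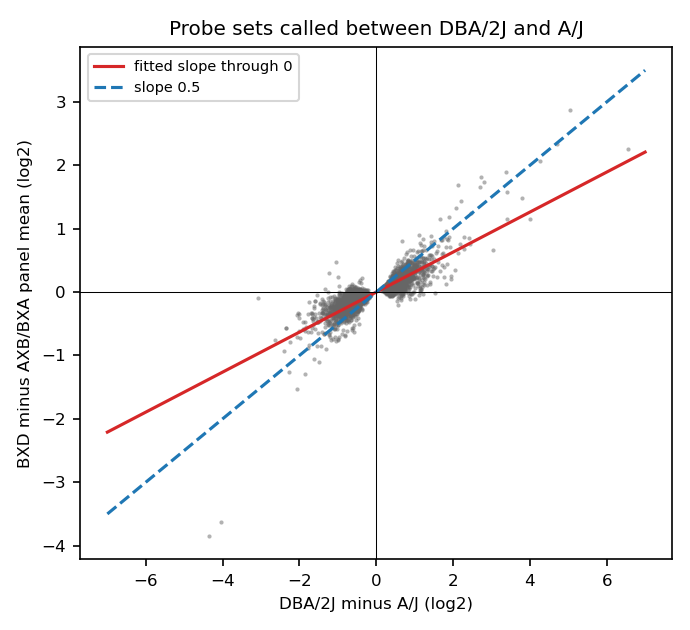
Each point is 1 of the 3365 probe sets called between DBA/2J and A/J, with the difference between these progenitors (log2) on the horizontal axis and that between the means of the BXD and AXB/BXA strains (log2) on the vertical axis. The solid line is the fitted slope of 0.316 and the dashed line a slope of 0.5, and 94.4% of points have the same sign on both axes.

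DBA/2J and BALB/cJ differed in 3538 probe sets (1495 higher and 2043 lower in DBA/2J), and the BXD and CXB panels in 759 (430 higher and 329 lower in BXD) over 34 and 8 strains. Ifi44l was lower in DBA/2J by log2 -4.53 and in BXD by -1.79 (adjusted p = 0.0124, limma), and the hydrolase Abhd1 by -2.30 and -2.07 (4.28e-09). The natriuretic peptide convertase Corin was higher by 2.21 and 1.43 (0.0121), the kinase Pdk1 by 1.86 and 0.82 (0.00671), and the succinate receptor Sucnr1 by 1.76 and 0.77 (0.0387, lost without replicate 1 of each strain at 0.0658). The slope was 0.236 (0.0786 to 0.383) with the same sign in 80.1%, and 0.570 over probe sets called between the panels. A total of 207 were called in both, 207 with the same sign (59.6 for independent lists). The progenitor count was 1978 without DBA/2J mouse 1, 2171 without DBA/2J mouse 3 and 2342 without BALB/cJ mouse 1, and the panel count 226 without replicate 1. A/J and BALB/cJ differed in 844 probe sets (427 higher and 417 lower in A/J), and the AXB/BXA and CXB panels in 27 (7 higher and 20 lower in AXB/BXA) over 21 and 8 strains. Ctse was lower in A/J by -4.63 and in AXB/BXA by -2.90 (0.0118), the serpin Serpina11 by -1.10 and -0.98 (3.44e-05), and Pdxdc1 was higher by 1.04 and 0.84 (3.53e-05). Rbmxl2 was called between the panels (-0.34, 0.0312) and not between these progenitors (-0.16, adjusted p = 0.90), and its panel call was lost without replicate 1 of each strain (0.198). The slope was 0.185 (0.125 to 0.253) with the same sign in 66.6%, and 0.744 over the probe sets called between the panels. Of these 13 were called in both, 13 with the same sign (0.506 for independent lists). The progenitor count was 461 without A/J mouse 2, 396 without BALB/cJ mouse 2 and 510 without BALB/cJ mouse 3, and the panel count 15 without replicate 1.

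Within a panel, strains should differ at genes where its progenitors differ. Of the probe sets called between DBA/2J and C57BL/6J, 89.1% (95% Wilson interval 86.8 to 91.1) also varied among BXD strains (limma F-test, 31 strains), against 55% of other probe sets matched on signal. The share was 70.9% (69.3 to 72.3) for A/J in AXB/BXA strains (18 strains, others 34.6%), 8.77% (7.83 to 9.81) for BALB/cJ in CXB strains (7 strains, others 2.31%) and 8.59% (7.58 to 9.72) for C3H/HeJ in BXH strains (4 strains, others 1.16%). Panels of other progenitors gave shares as high, such as 83.7% for A/J in BXD strains and 71.2% for BALB/cJ in AXB/BXA strains. For each progenitor the share was higher in panels with more strains, except that C3H/HeJ gave 7.57% in CXB strains. The Wilson intervals treat probe sets as independent, which they are not, and leave out the uncertainty from mice and strains. Shares fell without single replicates, to 41.2% and 38.6% for A/J without replicates 1 and 2, to 59.1% for DBA/2J without replicate 2, and to 1.25%, 2.05% and 4.22% for BALB/cJ without replicates 1, 2 and 3.

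The 34 gene lists were scored in each mouse to ask which processes differed between strains. Metabolic lists differed throughout, where 59.2% of all genes were called. Against 10000 random lists, the median member share lay at percentile 100 for the xenobiotic, sex-biased, fibrosis, macrophage and cholangiocyte lists. It lay at 51 for choline and TMAO, 55.26 for arginine and 69.12 for cholesterol biosynthesis. Of the 34 lists, 28 lay above the median random list. MHC class I (38.87), the unfolded protein response (34.15), pancreatic acinar (49.17), adipocyte (14.43), erythroid (10.9) and muscle (0.5) lay below. A called score thus does not set every list apart from random genes. The score of the sex-biased list had a share of variance between strains of 0.717 (17 of 17 genes called), bile acid synthesis and transport 0.697 (19 of 20), xenobiotic metabolism 0.665 (26 of 26), sterol efflux and lipoprotein 0.664 (21 of 24), gluconeogenesis and insulin 0.626 (11 of 12), PPARa targets 0.589 (22 of 23), lipid droplet 0.585 (12 of 14), choline and TMAO 0.584 (14 of 14), glutathione and NRF2 targets 0.583 (19 of 20), fatty acid synthesis 0.573 (17 of 17), the arginine and urea cycle 0.573 (16 of 16) and cholesterol biosynthesis 0.524 (19 of 19). SWR/J had the highest score of the bile acid list, with the bile acid transporter Slc10a1 at 12.11 against 10.22 in AXB15/PgnJ, and BXD55/RwwJ the highest of the cholesterol biosynthesis and sex-biased lists. Strain means of Thrsp ran from 7.62 in C58/J to 11.90 in AXB2/PgnJ, those of the acyl-CoA thioesterase Acot3 from 5.04 in CXB8/HiAJ to 10.19 in BXD5/TyJ, and those of the acyltransferase Mogat1 from 3.14 in CXB11/HiAJ to 7.45 in AXB8/PgnJ.

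Lists of other liver cells also differed. The share was 0.730 for the cholangiocyte and oval cell list (10 of 10 genes called), 0.694 for macrophage and Kupffer cells (27 of 27), 0.687 for fibrosis and stellate cells (24 of 24), 0.552 for endothelial cells (16 of 16), 0.409 for neutrophils (11 of 14), 0.339 for T and NK cells (11 of 18) and 0.187 for B and plasma cells (6 of 11). BXA14/PgnJ had the highest cholangiocyte score, with the epithelial adhesion molecule Epcam at 8.88 against 4.29 in BXD55/RwwJ. The macrophage glycoprotein Gpnmb ran from 5.91 in BXD50/RwwJ to 11.50 in A/J, and the proteoglycan lumican (Lum) from 7.52 in BXD50/RwwJ to 10.91 in BXH22/KccJ. Immune and stress lists followed: MHC class II 0.545 (11 of 11), the unfolded protein response 0.529 (16 of 16), interferon response 0.492 (34 of 34), heat shock 0.489 (8 of 9), MHC class I 0.458 (12 of 13), acute phase 0.432 (21 of 22) and metallothionein 0.330 (4 of 4). The stress transcription factor Atf3 ran from 5.16 in SWR/J to 8.70 in C57L/J and the hepcidin gene Hamp2 from 10.49 in BXA25/PgnJ to 13.24 in BXD71/RwwJ. The circadian clock list had a share of 0.602 (15 of 16), immediate early genes 0.591 (14 of 15), cell cycle 0.532 (23 of 23) and the genes the study named 0.369 (27 of 28, 27 adjusted over the list alone, which is not independent evidence). Markers of tissues outside the liver did not differ or differed little: pancreatic acinar 0.199 (3 of 17), erythroid 0.0426 (1 of 7), adipocyte 0.00431 (3 of 8) and muscle -0.0908 (0 of 12 by limma, and 0 at an unadjusted p under 0.05). BXD14/TyJ mouse 3 carried muscle transcripts, with 10 of 12 muscle genes more than 1 above their median, as did MA/MyJ mouse 2 with 6. The labels also number the mice. In a comparison chosen after the data were seen, mice of a strain whose numbers lay over 50 apart shared less of the heat shock score (0.218) than mice 10 or fewer apart (0.684, adjusted permutation p = 0.0129).

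**Figure D4:**
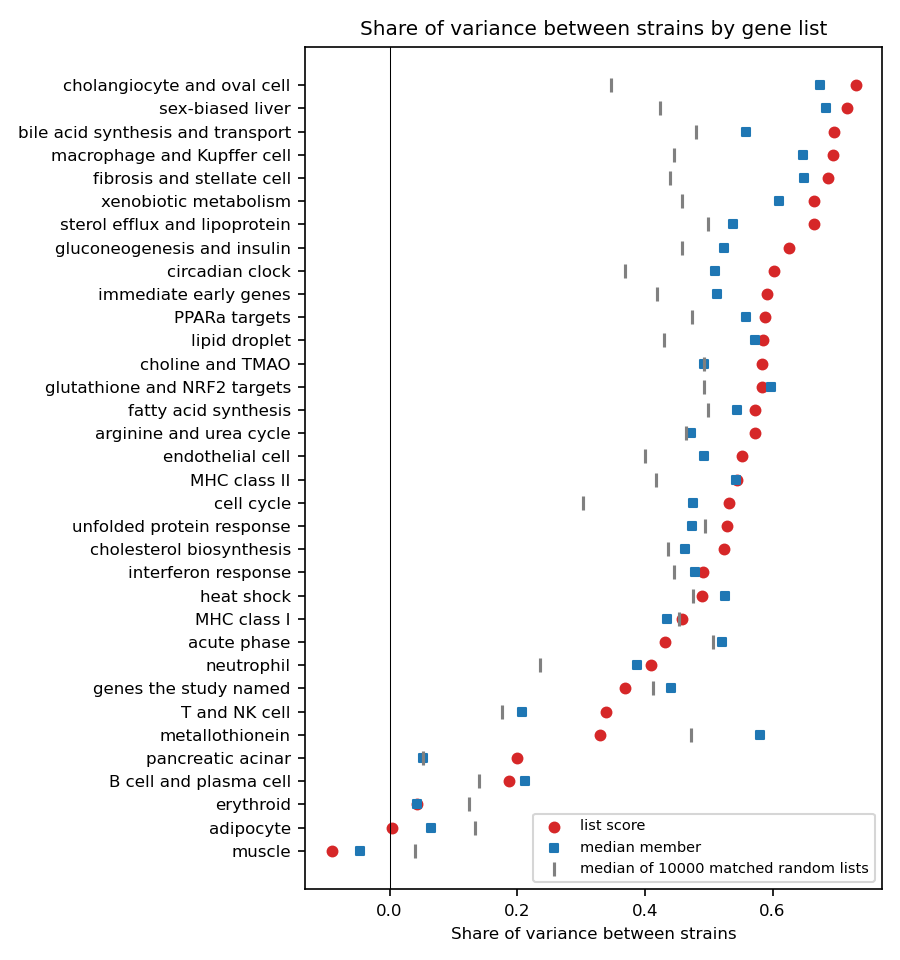
Share of variance between strains (horizontal axis) of the score of each of the 34 gene lists (circles), of its median member (squares) and of the median of 10000 random lists matched on mean expression (grey ticks). The cholangiocyte and oval cell list lies highest, at 0.730, and muscle lowest, at -0.0908.

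Of the 34 scores, 31 differed between strains after Benjamini-Hochberg adjustment, 27 of them at the smallest p that 100000 permutations can give (1e-05, adjusted 1.26e-05). The T and NK cell (adjusted permutation p = 1.06e-04), metallothionein (3.64e-05), pancreatic acinar (0.00944) and B cell (0.0199) lists were the other 4, and the adipocyte (0.486), muscle (0.653) and erythroid (0.319) lists were not called. The number of called members differed when adjusted over the list alone in 2 lists, T and NK cell (12) and heat shock (9). Without replicate 1 or 2 of each strain the adjusted p was 0.622 or 0.141 for T and NK cells, 0.669 or 0.141 for B cells, 0.0603 or 0.401 for metallothionein, 0.0554 or 0.251 for pancreatic acinar and 0.0880 or 0.0589 for the genes the study named. The adipocyte list was called when scored by its first principal component (1.17e-04), and the erythroid list when all probe sets of a gene were averaged (0.0308).

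Relations between 12 pairs of list scores were computed across the 96 strain means. Strains with high fatty acid synthesis had high cholesterol biosynthesis (r = 0.870, rho = 0.874), within classical inbred strains (0.903), BXD (0.873) and AXB/BXA strains (0.852). Fibrosis and stellate cell scores followed macrophage scores (r = 0.741, rho = 0.650, with 0.712, 0.724 and 0.807 in the same 3 sets of strains) and cell cycle scores (r = 0.751, rho = 0.776, with 0.627, 0.814 and 0.701). Cholesterol biosynthesis was lower where macrophage scores were higher (r = -0.628, rho = -0.633, with -0.678, -0.570 and -0.656). Interferon response genes followed MHC class I (r = 0.617, rho = 0.597, with 0.392, 0.483 and 0.824) and macrophage genes (r = 0.450, rho = 0.390, with 0.579, 0.356 and 0.481). For these 6 relations the adjusted permutation p of r was 2e-05, from the smallest value the permutations can give, and that of rho was 1.71e-05, except 1.73e-04 for the interferon response with macrophages. Without the 2 strains farthest from the median, r was 0.864, 0.694, 0.751, -0.618, 0.647 and 0.359 in that order.

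The remaining relations had a lower r. Interferon response followed T and NK cells (r = 0.419, adjusted p = 9.33e-05, and rho = 0.508, 1.71e-05) with 0.352 in classical inbred, 0.727 in BXD and 0.210 in AXB/BXA strains (permutation p = 0.360 in the last). Differences in r between these sets of strains were not tested. Fatty acid synthesis followed the lipid droplet list (r = 0.434, adjusted p = 3.43e-05, and rho = 0.452, 3e-05, with 0.294, 0.361 and 0.663), and cholesterol biosynthesis the bile acid list (r = 0.410, 6e-05, and rho = 0.424, 1.71e-05, with 0.320, 0.496 and 0.512). Acute phase scores followed macrophage scores (r = 0.361, 4.20e-04, and rho = 0.304, 0.00320, with 0.597, 0.448 and 0.313), and PPARa targets followed fatty acid synthesis (r = 0.308, 0.00239, and rho = 0.346, 6.60e-04, with 0.0251 in classical inbred, 0.419 in BXD and 0.397 in AXB/BXA strains, at a permutation p of 0.90, 0.0153 and 0.0712). Without the 2 extreme strains these r were 0.455, 0.440, 0.383, 0.374 and 0.389. Across strains no relation of the unfolded protein response with the acute phase was detected (r = 0.0286, adjusted p = 0.779, and rho = 0.0686, 0.507), nor without 2 strains (r = 0.0459) or within the 3 sets (0.346, 0.00400 and -0.185). Between mice within strains, no relation was detected of cholesterol biosynthesis with the bile acid list (r = 0.0230, permutation p = 0.779), nor of fatty acid synthesis with lipid droplets (0.218, 0.268) or with PPARa targets (-0.125, 0.384). The unfolded protein response followed the acute phase there (r = 0.253, unadjusted permutation p = 0.00830, 211 mice), and the other 8 relations kept their direction, at an unadjusted permutation p of 0.0145 or less.

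**Figure D5:**
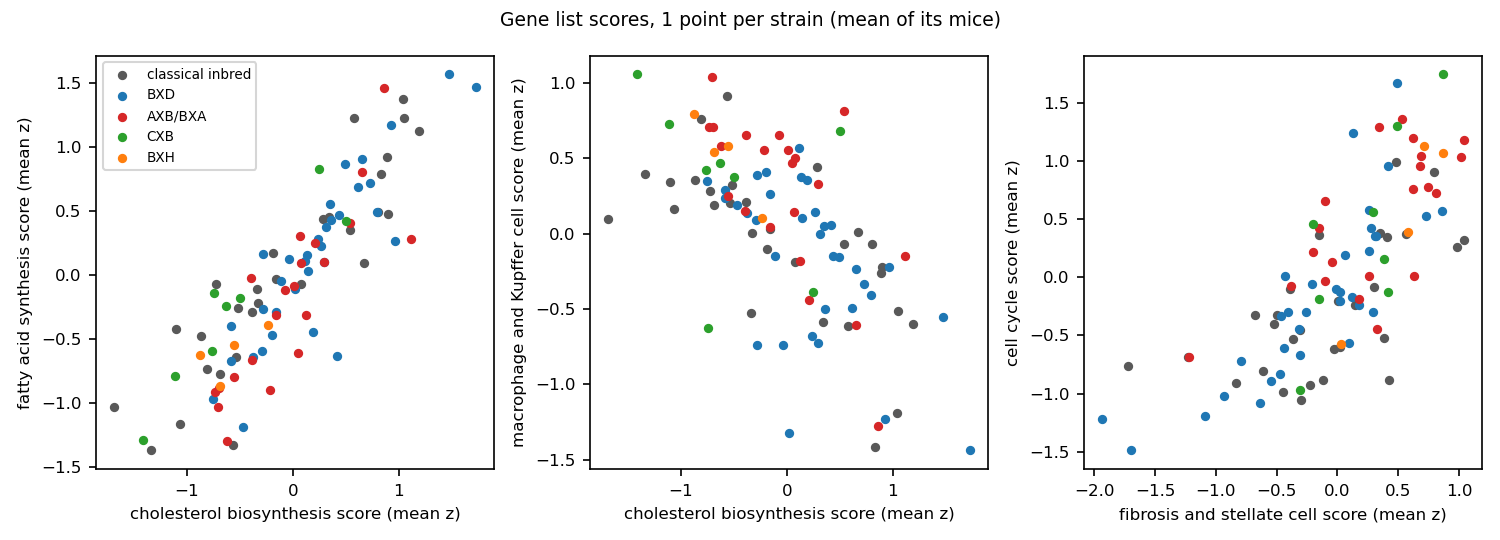
Scores of gene lists (mean z-score, both axes) with 1 point per strain, the mean of its mice, coloured by panel. Fatty acid synthesis and cholesterol biosynthesis rise together (r = 0.870), and cholesterol biosynthesis falls as macrophage scores rise (r = -0.628).

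Mx1, an interferon-induced GTPase, was taken as a reference because the study singled it out as the hub of a liver module. Its strain means ran from 4.32 in SWR/J to 7.03 in BXA16/PgnJ. By biweight midcorrelation the closest gene was Ifit2, an interferon-induced RNA-binding protein, with r = 0.873 and rho = 0.862 across 96 strains (0.863 without 2 strains, and 0.885, 0.813 and 0.915 within classical inbred, BXD and AXB/BXA strains). In the order of that measure it was followed by Ms4a4c (r = 0.823, rho = 0.831), Slfn4 (0.817, 0.814), Oasl2 (0.843, 0.822), Trim30a (0.788, 0.810), Oas3 (0.795, 0.797), Trex1 (0.774, 0.818), Irf7 (0.838, 0.801), Phf11a (0.816, 0.806), Themis2 (0.792, 0.786), Ifi204 (0.780, 0.802), Parp14 (0.815, 0.788), Ly6c1 (0.774, 0.788), Oas1g (0.811, 0.763) and Rnf213 (0.832, 0.797). All 15 relations had the smallest permutation p (1e-05, adjusted 1e-05), and the genes were picked for their correlation. A biweight midcorrelation of 0.5 or more with Mx1 was found for 261 of 17096 genes, including 28 of 33 other interferon list genes, and of -0.5 or less for 3, against 0 genes in each of 100 permutations of Mx1.

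Of the 28 measured genes that the study named, 27 differed between strains (limma F-test). The highest shares of variance were those of the carotenoid oxygenase Bco2 (0.787), Dtwd1 (0.712), 1110032A03Rik (0.71), the Ifi200 family gene Ifi203 (0.700), the scavenger receptor Msr1 (0.662) and nicotinamide N-methyltransferase (Nnmt, 0.648). Nnmt ran from 7.43 ± 0.54 in A/J (n = 3) to 10.06 ± 0.38 in CXB13/HiAJ (n = 2). The shares were 0.523 for the chemokine Cxcl1, 0.527 for Ifit3, 0.525 for Mx1, 0.501 for Ifit2, 0.477 for Irf7, 0.451 for Bub1 and 0.435 for the fatty acid transporter Cd36. The calls of Nosip, 2310030G06Rik, Alg9, Nos3, Cdk5, Abcb8, Gucy1b1, Nectin2, Cct7, Cdkn2b, Ifi204, Slamf6 and Wdr73, 13 in all, were lost when the mice of 1 replicate number were left out of every strain, at adjusted p from 0.0521 to 0.790. Apoa2, at 13.42 near the top of the signal range, was not called (adjusted p = 0.50). Mouse Apoe was at 12.94 and was not called either (adjusted p = 0.125, share 0.198, called at 0.0327 with trend and robust eBayes).

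Strains of known common descent were compared by their profiles of called probe sets. The substrains AXB19/PgnJ, AXB19a/PgnJ and AXB19b/PgnJ had a mean correlation of 0.204, which was 379th among the 1330 trios of AXB/BXA strains (exact one-sided p = 0.285). Among the 406 pairs of classical inbred strains, 129X1/SvJ and LP/J lay at percentile 97.8 (r = 0.441 across probe sets, which are not independent replicates) and C3H/HeJ and CBA/J at 80.8 (0.201). C57BL/6J lay at percentile 66.0 with C58/J, 12.6 with C57L/J and 21.2 with C57BLKS/J (31.8 by Spearman correlation), and NOD/ShiLtJ with NON/ShiLtJ at 65.8. Mice of a strain with label numbers 10 or fewer apart differed by a root mean square of 0.260 ± 0.041 (SD over 67 strains). Those with label numbers over 50 apart differed by 0.262 ± 0.026 (27 strains, two-sided permutation p = 0.80), against 0.344 between strains. Of 14 strains with both kinds of pair, the close mice differed less in 10, which was not tested.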

Values the study reported

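The study reported liver arrays of female mice from 96 strains, with 1 to 3 samples for each. It found 45 groups of co-expressed genes in liver, and the group most related to lesion size held 56 genes (r = 0.46), with Mx1 as its hub. At a false discovery rate of 1%, it mapped 3,599 local and 3,912 distant loci that affect hepatic expression. Array values and RNA sequencing of C57BL/6J, A/J, DBA/2J and BALB/cJ offspring correlated at about r = 0.72.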

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

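No test in this part was chosen after its result was seen. BXD20/TyJ was the 1 strain to which the labels give 4 mice, more than the study states for any strain, so that a wrong label among them stays open. Of this strain 81 values were examined for a mouse far from the other 3, by its gap to the nearest of them over the whole range. Chance gives a gap this large in about 1 in 20 groups, and 3 of the 81 values had one. The score of the sterol efflux and lipoprotein list was 0.339 in mouse 4, against -0.00750 to 0.0246 in the others (gap of 0.907 of the range). The choline and TMAO score was -0.140 in mouse 1, against 0.454 to 0.537 in the others (0.877). Apoa2 was at 13.40 in mouse 3, against 13.45 in the others (0.941), near the top of the signal range. No explanation of these values was tested.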

How the results depend on the processing

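Chosen after the data were seen were the fits without the 2 mice that carried muscle transcripts and the list tests without each progenitor mouse; the other alternatives were planned. Without the 2 mice the counts were 21541 probe sets between strains and 3414, 842, 3108 and 2636 against C57BL/6J for A/J, DBA/2J, BALB/cJ and C3H/HeJ. Of the values of main results under an alternative, 280 stayed within their spread, within 1.5 times a count or on their side of the threshold, 87 moved, 8 lost their call and none changed direction. Of the single genes named in contrasts 284 of 3919 such values lost a call and 135 gained one, and of those named between strains 33 and 8 of 1660. For list scores 10 and 2 of 306 did so, and for lists in contrasts 159 and 30 of 1054. The cause was not tested unless it is given. For signal over background, the median share of variance was 0.148 over all probe sets and 0.370 above the median signal, while the counts between strains and between progenitors stayed within 1.5 times without the dimmer probe sets. No paired analysis was possible because the replicate numbers were given in accession order and pair nothing.

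Leaving out 1 replicate, with fewer mice, gave 12846 to 19994 probe sets between strains, 869 to 2850 for A/J, 245 to 652 for DBA/2J, 807 to 2306 for BALB/cJ and 589 to 1927 for C3H/HeJ against C57BL/6J, where a strain left with 1 mouse was assumed to vary like the other strains. It gave 1735 to 3265 for DBA/2J against A/J, 1978 to 3624 for DBA/2J against BALB/cJ and 396 to 593 for A/J against BALB/cJ. Between panels, where only replicate 1 was left out, it gave 1679 for BXD against AXB/BXA, 226 for BXD against CXB and 15 for AXB/BXA against CXB. It gave a slope of 0.182 to 0.239 for the last pair, shares of variance of 0.157 to 0.169, 26 to 31 lists between strains and 49 to 67 list calls in contrasts. Segregating shares were 38.6% to 54.4% for A/J, 59.1% to 81.4% for DBA/2J and 1.25% to 4.22% for BALB/cJ. BXH strains have 2 mice each, so leaving out replicate 1 or 2 gave no test for C3H/HeJ and leaving out replicate 3 changed nothing (8.59%).

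A stricter adjusted p under 0.01 gave 1735, 413, 1597 and 1269 probe sets for A/J, DBA/2J, BALB/cJ and C3H/HeJ against C57BL/6J, 1750 for DBA/2J against A/J, 1841 for DBA/2J against BALB/cJ and 421 for A/J against BALB/cJ. Between panels it gave 1138 for BXD against AXB/BXA, 194 for BXD against CXB and 14 for AXB/BXA against CXB, and it gave segregating shares of 56.6% for A/J, 82.1% for DBA/2J, 3.46% for BALB/cJ and 1.44% for C3H/HeJ. A log2 change of 0.5 or more left 2084 for DBA/2J against A/J and 2192 for DBA/2J against BALB/cJ. With 2 residual principal components as covariates, which leave every strain mean and so every relation as it was, the counts were 1383, 4805 and 4384 for DBA/2J, BALB/cJ and C3H/HeJ against C57BL/6J and 1556 for A/J against BALB/cJ. Array weights gave 4755 for BALB/cJ and 4691 for C3H/HeJ against C57BL/6J, 5853 for DBA/2J against BALB/cJ and 1653 for A/J against BALB/cJ. The median share of variance was 0.163 by restricted maximum likelihood and 0.203 with the components removed.

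Slopes over probe sets called between the panels were 0.480 for BXD minus AXB/BXA, 0.570 for BXD minus CXB and 0.744 for AXB/BXA minus CXB. These probe sets were picked for a panel difference. The main slope of AXB/BXA minus CXB, which was 0.185 over probe sets called between the progenitors, was 0.146 with 1 probe set per gene. In the other panels the segregating shares for A/J were 83.7% (BXD), 7.77% (CXB) and 3.14% (BXH), those for DBA/2J 63.2% (AXB/BXA), 16.6% (CXB) and 5.74% (BXH), those for BALB/cJ 87.4% (BXD), 71.2% (AXB/BXA) and 6.08% (BXH), and those for C3H/HeJ 86.7% (BXD), 73.7% (AXB/BXA) and 7.57% (CXB). Camera with an estimated correlation called 0 lists in the contrasts (18 at an unadjusted p under 0.05) and fry 38, against 64 at the preset correlation, which called too many lists in simulated data without an effect (30.4% at an unadjusted p under 0.05). Within classical inbred strains the adjusted p missed the threshold for interferon response with MHC class I (r = 0.392) and with T and NK cells (0.352), cholesterol biosynthesis with bile acids (0.320), fatty acid synthesis with lipid droplets (0.294) and PPARa targets with fatty acid synthesis (0.0251). Within AXB/BXA strains it did so for interferon response with T and NK cells (0.210), acute phase with macrophages (0.313) and PPARa targets with fatty acid synthesis (0.397). These sets hold fewer strains. By Spearman correlation the percentiles were 93.6 for 129X1/SvJ with LP/J, 85.5 for C3H/HeJ with CBA/J, 73.4 for C57BL/6J with C58/J and 31.8 with C57BLKS/J, which lay at 25.4 over all probe sets.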

Other observations

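The relations of the strain axis and of the clock genes, the hepatocyte test, the test of close against distant mouse numbers and the counts of other splits were chosen after the data were seen. Beyond the relations fixed before, strain means lay along 1 shared axis, the first principal component, which held 19.95% of the variance over all mice, and 0.768 of the axis lay between strains. At 1 end lay the cysteine protease inhibitor Cstb (r with the axis 0.955), the Wnt antagonist Frzb (0.939), the protease Ctsk (0.932) and the proteoglycan Lum (0.927), and at the other the bile acid transporter Slc10a1 (-0.915) and the growth hormone receptor Ghr (-0.882). These genes were picked for their correlation. Among 34 relations of the axis with list scores across 96 strains, r was 0.936 (rho 0.937) for the fibrosis and stellate cell list, 0.846 (0.861) for cholangiocytes, 0.785 (0.693) for macrophages, -0.890 (-0.883) for the sex-biased list, -0.873 (-0.867) for bile acids and -0.847 (-0.844) for xenobiotic metabolism. The axis was computed from the same expression values as the scores, so these r describe it and are not tests. The circadian clock list (r = -0.687, rho = -0.709) and immediate early genes (r = 0.812, rho = 0.765) went with it as well, and T and NK cells lay near 0 (r = -0.00821, rho = -0.0231). Without the 2 extreme strains r was 0.929, 0.835, 0.752, -0.881, -0.856 and -0.844 for the 6 lists, and within BXD strains 0.921, 0.898, 0.775, -0.928, -0.914 and -0.876.

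Clock genes moved in opposite groups both between strains and between mice within strains. The strain mean of Arntl, which drives the clock, rose with that of its partner Npas2 (r = 0.891, rho = 0.898, and 0.937, 0.877 and 0.861 within classical inbred, BXD and AXB/BXA strains) and fell with that of Dbp, which is active at the opposite time of day (r = -0.925, rho = -0.920, and -0.894, -0.951 and -0.913). Per3 rose with Tef (r = 0.95, rho = 0.943, and 0.928, 0.969 and 0.969). Without the 2 extreme strains r was 0.893, -0.922 and 0.942, and between mice within strains it was 0.769, -0.831 and 0.928. All 28 pairs of 8 clock genes had the smallest permutation p (1e-05, adjusted 1e-05, two-sided).

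The first pattern is the strain axis. RNA quality, as far as the ratio of 3' to 5' signal of 4 control transcripts measures it, is argued against as the whole cause. The mean ratio had a within-strain r of 0.00598 with the axis (95% interval -0.226 to 0.231). A within-strain r alone does not settle this, since 0.620 of the variance of the ratio lay between strains. Across strain means its r with the axis was -0.0750. With the ratios removed, 0.698 of the axis lay between strains. The ratios together still accounted for 22.5% of its variance, which their mean does not show. A shared collection session is argued against as the whole cause, if mouse numbers follow the order of collection, since mice of a strain with numbers over 50 apart shared 0.855 of it (0.774 to 0.920, 27 strains, 42 pairs), although the clock and immediate early lists, which vary with the time and handling of collection, went with the axis. A lower share of hepatocytes would raise the markers of every other cell type, but the endothelial list fell along the axis (r = -0.436, -0.603 to -0.257, and -0.0940 within AXB/BXA strains), while 4 of 6 such lists rose, which argues against it across strains, whereas between mice within strains the endothelial r was 0.0124, against 0.870 for fibrosis, 0.789 for macrophages and 0.791 for cholangiocytes. A difference in the liver that comes with the maternal strain stays open and was not tested, as does a shared litter or cage, which the labels do not give, although mice 10 or fewer apart shared no more of the axis (0.702) than distant mice (difference -0.153, two-sided permutation p = 0.207).

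The second pattern is the clock genes, scored as Arntl, Npas2, Clock and Nfil3 minus Dbp, Per3, Tef and Per2, of which 0.562 lay between strains. Mice of a strain with numbers 10 or fewer apart shared 0.743 of this score (0.655 to 0.823) and those over 50 apart 0.0476 (-0.511 to 0.468), a difference of 0.695 (two-sided permutation p = 5e-05, in the same direction in 10 of 14 strains with both kinds of pair). This is consistent with a time of collection that mice with close numbers shared, while the interval for distant mice is too wide to show whether they share any of it, and in the circadian clock list fixed before distant mice shared 0.389 (0.0994 to 0.641) and close mice 0.700, a difference that was not called (adjusted permutation p = 0.333). Strains that neighbour each other in mouse number gave r = 0.0172 over 81 pairs (one-sided permutation p = 0.301), which does not decide whether they were collected together. A difference of the clock that comes with the maternal strain stays open and was not tested.

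The third pattern is the calls against C57BL/6J, whose sequence the probes were designed on, so that a variant under a probe could lower the signal of another strain. If such variants made the calls of lower genes, a second probe set of the gene would share their direction less often than for higher genes. It shared the direction in 88.2% of 1104 pairs of gene and contrast called higher and 87.2% of 798 called lower, a difference of 1.01 percentage points (95% interval -2.69 to 4.86). This argues against variants as the cause of the lower calls as a set, not of single genes. A difference between the strains' alleles stays open and was not tested.

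Of 100 labellings of the mice, real one included, 1 called as many probe sets between strains (21592, highest other 12), so chance is excluded there. It is excluded for BXD against AXB/BXA (1 of 100 splits, 3426, highest other 1) and BXD against CXB (1 of 100, 759, highest other 15). For AXB/BXA against CXB 3 of 100 splits called as many as the real 27, a share under 0.05, but the highest other called 2627. A split that calls many times the real count points to a structure of the samples, which was not identified, so the 27 calls do not stand out by their number. For the contrasts of 3 against 3 mice the 10 splits are too few for a share under 0.05: 1 of 10 gave as many for DBA/2J against A/J (3365, highest other 53), DBA/2J against BALB/cJ (3538, highest other 2) and A/J against BALB/cJ (844, highest other 4).

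In BXD14/TyJ mouse 3 the muscle score was 8.82, with actin Acta1 at 8.80 against a median of 3.12 over all mice, and in MA/MyJ mouse 2 it was 3.58. The next highest mouse, FVB/NJ mouse 3, was at 0.95. No explanation was tested.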
